# Delineating proinflammatory microenvironmental signals by ex vivo modeling of the immature intestinal stroma

**DOI:** 10.1038/s41598-021-86675-4

**Published:** 2021-03-30

**Authors:** Mari Ichinose, Nobumi Suzuki, Tongtong Wang, Josephine A. Wright, Tamsin R. M. Lannagan, Laura Vrbanac, Hiroki Kobayashi, Krystyna Gieniec, Jia Q. Ng, Souzaburo Ihara, Chris Mavrangelos, Yoku Hayakawa, Patrick Hughes, Daniel L. Worthley, Susan L. Woods

**Keywords:** Infant necrotizing enterocolitis, Inflammation

## Abstract

The intestinal stroma provides an important microenvironment for immune cell activation. The perturbation of this tightly regulated process can lead to excessive inflammation. We know that upregulated Toll-like receptor 4 (TLR4) in the intestinal epithelium plays a key role in the inflammatory condition of preterm infants, such as necrotizing enterocolitis (NEC). However, the surrounding stromal contribution to excessive inflammation in the pre-term setting awaits careful dissection. Ex vivo co-culture of embryonic day 14.5 (E14.5) or adult murine intestinal stromal cells with exogenous monocytes was undertaken. We also performed mRNAseq analysis of embryonic and adult stromal cells treated with vehicle control or lipopolysaccharide (LPS), followed by pathway and network analyses of differentially regulated transcripts. Cell characteristics were compared using flow cytometry and pHrodo red phagocytic stain, candidate gene analysis was performed via siRNA knockdown and gene expression measured by qPCR and ELISA. Embryonic stromal cells promote the differentiation of co-cultured monocytes to CD11b^high^CD11c^high^ mononuclear phagocytes, that in turn express decreased levels of CD103. Global mRNAseq analysis of stromal cells following LPS stimulation identified TLR signaling components as the most differentially expressed transcripts in the immature compared to adult setting. We show that CD14 expressed by CD11b^+^CD45^+^ embryonic stromal cells is a key inducer of TLR mediated inflammatory cytokine production and phagocytic activity of monocyte derived cells. We utilise transcriptomic analyses and functional ex vivo modelling to improve our understanding of unique molecular cues provided by the immature intestinal stroma.

## Introduction

Excessive gastrointestinal tract (GIT) inflammation can be problematic. This is seen with potentially lethal effect in the most frequent GIT disease in preterm infants, necrotizing enterocolitis (NEC). NEC patients present with an abnormal gut microbiota^1^ and disease typified by excessive GIT inflammation. Toll-like receptor 4 (TLR4), a receptor for lipopolysaccharide (LPS) produced by Gram-negative bacteria, is upregulated in the intestinal epithelium in NEC and plays a key role in the etiology of this disease^2,3^. Cluster of differentiation 14 (CD14) is a co-receptor for Toll Like Receptors (TLRs), and sensitizes cells to LPS by transferring bacterial cell wall products to TLR4^4,5^. The homodimerization of TLR4 is prompted by key interactions with myeloid differentiation factor 2 (MD-2), and triggers downstream myeloid differentiation primary response gene 88 (MyD88) and TIR-domain-containing adapter-inducing interferonβ (TRIF) dependent production of pro-inflammatory cytokines and type I interferons^5,6^. TRIF-dependent signaling is linked with endocytosis of the activated TLR4, which is controlled by CD14. Increased TLR4, CD14 and MyD88 have previously been reported in human NEC intestinal samples, and the inhibition of these molecules with an anti-CD14 antibody, systemic mutation of TLR4, or systemic knock out of MyD88, significantly attenuates disease severity in NEC rodent models^2,7,8^. However, the cell-type specific localization of TLR4, MyD88, and CD14 in the tissue and interplay between different cellular components of the tissue microenvironment leading to excessive inflammation in the immature intestine remains to be fully elucidated.

An inflammation associated immune imbalance exaggerates tissue damage in preterm infants^1,3^. Studies using tissue isolated from infants with NEC or experimental mouse models have implicated intestinal macrophages in the pathogenesis of NEC^9^. Mononuclear phagocytes (MPs), comprising macrophages and dendritic cells (DCs), have a key role in discriminating between harmful and harmless antigens in the lumen of the gut. Intestinal MPs engulf damaged tissue, whereas regulatory MPs help to repair and regenerate the intestinal epithelium. Macrophages and immature DCs continuously sample foreign antigens in peripheral tissues via endocytosis. After capturing antigens, DCs migrate to lymphoid tissues where they present antigen to T cells^10^. We previously reported that CD11c^+^ MPs directly interact with the intestinal epithelium, inhibit goblet cell differentiation, and determine subsequent inflammatory responses^11,12^.

The bone marrow stroma provides factors essential for the maturation of macrophage/dendritic cell precursors (MDPs). Monocytes arising from MDPs are released to the circulating blood. Monocytes then differentiate into various MP lineage, depending on local microenvironmental cues^13,14^. The localized signals that shape monocyte differentiation and activation in the intestinal mucosa have recently attracted attention^14–16^. The intestinal stroma consists of several cell types including myofibroblasts, fibroblasts, pericytes, bone marrow-derived mesenchymal stem cells, smooth muscle cells of the muscularis mucosae, and immune cells^17^. This complex cell mix provides secreted growth factors and ligands which regulate intestinal homeostasis^18–20^. How these microenvironmental cues differ between the embryonic and adult states is yet to be fully investigated, but may be key to furthering our understanding of immune mis-regulation. We hypothesize that the immature intestinal stroma may lack the appropriate cues found in the adult to generate regulatory MPs to assist with repair of the epithelial barrier. To test this hypothesis, we assessed the effect of primary embryonic stromal cells on monocyte differentiation ex vivo. Use of an ex vivo co-culture system allows us to model this monocyte modulatory effect and mechanistically explore subsequent potential inflammatory responses in the immature intestine. We also performed mRNAseq analysis using primary stromal cells collected from embryonic and adult mouse small intestines to identify transcripts that were differentially expressed between the immature and adult setting. Using gene set enrichment and network analyses we identified *CD14* as a hub gene induced in the embryonic stroma in response to inflammatory stimuli.

## Materials and methods

### Mouse

Mouse lines were on the C57BL6/J background and experimentation was conducted following approval by SAHMRI Animal Ethics Committee (approval number SAM272) in accordance with the Australian code for the care and use of animals for scientific purposes and complying with the ARRIVE guidelines, with no blinding undertaken. UBC-GFP mice (C57BL/6-Tg (UBC-GFP) 30Scha/J, JAX 004353) were purchased from Jackson laboratory.

### Intestinal stromal cell culture

Intestinal stromal cells were collected from the mouse small intestine as described previously^21^ with some modifications. Adult mouse small intestines (SI) were removed, opened longitudinally, and villi mechanically scraped off. The much smaller embryonic mouse SI was collected using a dissection microscope and cut into 2 mm pieces. The intestines were incubated with chelation buffer (3 mM EDTA, 0.05 mM DTT (Sigma) in PBS) for 30 min at room temperature. The epithelial layer was removed with shaking in PBS. The remaining intestines were digested using 3.8 mg/ml Collagenase XI (Sigma) and 0.1 mg/ml Dispase II (Roche) for 15 min at 37 °C. The resulting supernatant was passed through a 70 µm strainer and single cells were pelleted by centrifugation at 300 *g* for 5 min and plated in stromal cell media: RPMI1640 supplemented with 5% FBS, 2 mM L-glutamine (GIBCO), 10 mM HEPES, 1 mM sodium pyruvate, 100 U/ml penicillin and 100 mg/ml streptomycin (GIBCO), 50 µM β-mercaptoethanol, and 1 µM Y27632 until confluent. Cells were used at passage 2–3. Lipopolysaccharides (LPS) from Eschericia coli O111:B4 (Sigma) at a final concentration of 10 µg/µl was added to the culture medium and cultured at 37 °C in 5%CO_2_ for 6 h. For co-culture with bone marrow cells, the intestinal stromal cells were seeded at a density of 1*10^6 per well in a 10 cm dish and cultured at 37 °C in 5%CO_2_ for 2 days until the cells reached 80% confluency. Bone marrow cells freshly collected from the tibias of UBC-GFP mice were added to the stromal cells at a density of 8*10^6 per well in a 10 cm dish, and co-cultured for a further 2 days. For co-culture with monocytes, the intestinal stromal cells were seeded at the density of 1.7*10^5 per well in a 6 well plate and cultured at 37 °C in 5%CO_2_ for 2 days until the cells reached 80% confluency. Monocytes, collected as stated below, were added to the stromal cells at the density of 4*10^5 per well in a 6 well plate, and co-cultured for a further 2 days. Bone marrow cells or monocytes were co-cultured with stromal cells in stromal cell media but with 10% FBS.

### Monocyte isolation

Monocytes were isolated from the bone marrow of UBC-GFP mice by negative selection using a MACS cell-separation system with a monocyte isolation kit, according to the manufacturer’s instructions (Miltenyi Biotec, catalogue # 130-100-629). CD3^-^B220^-^NK1.1^-^CD11b^+^Ly6G^-^Ly6C^+^ monocytes were collected at a purity of 95.9% (Suppl Fig. 1), as determined by flow cytometry.

### Flow cytometry

Dissociated cells were prepared and stained with DAPI (Sigma, 0.5 µg/ml) or Fixable viability stain 575 V (BD 56594) to enable the elimination of dead cells. Cells were stained with CD11b (BD 557657), CD11c (BioLegend 117328), CD103 (BD 564322), CD14 (BioRad MCA2745PE), CD45 (BioLegend 103108), CD3 (BD 563565), B220 (eBioscience 12045281), NK1.1 (BD 564144), Ly6G (BioLegend 127609), Ly6C (BioLegend 128037) and CD326 (Epcam) (BioLegend 118205). GFP was used to identify bone marrow cells originating from UBC-GFP donor mice. Data was acquired on an LSR Fortessa X-20 cell analyzer (Becton–Dickinson, San Jose, CA) and analyses were carried out using FlowJo software (Tree Star).

To analyse the purity of monocytes isolated using MACS cell separation, dead cells and red blood cells were excluded with FSC, SSC and FVS575V. CD3^-^B220^-^ gated non T/B cells were further analyzed for NK1.1 and CD11b expression. NK1.1^-^CD11b^+^ cells were then analyzed further for Ly6G and Ly6C expression to detect Ly6G^-^Ly6C^+^ monocytes (Suppl Fig. 1).

To determine whether CD14 was expressed on intestinal stromal cells, DAPI^-^ live cells were analysed for CD45 and CD11b expression. Then, CD14 expression on CD45^-^CD11b^-^ and CD45^+^CD11b^+^ populations was examined. To measure the expression of CD3, B220, and CD11b in GFP labelled bone marrow cells co-cultured with wild-type stromal cells, DAPI^-^ GFP^+^ live cells were analyzed for CD3 and B220 expression. Then, CD11b expression was analyzed on CD3^-^B220^-^ gated cells (Suppl Fig. 2). To examine CD11b, CD11c, and CD103 expression on GFP labelled monocytes co-cultured with wild-type stromal cells, DAPI^-^ GFP^+^ live cells were analyzed for CD11b and CD11c expression. CD103 expression was analyzed in the CD11b^high^CD11c^high^ gated population (Fig. 1C).

**Figure1:**
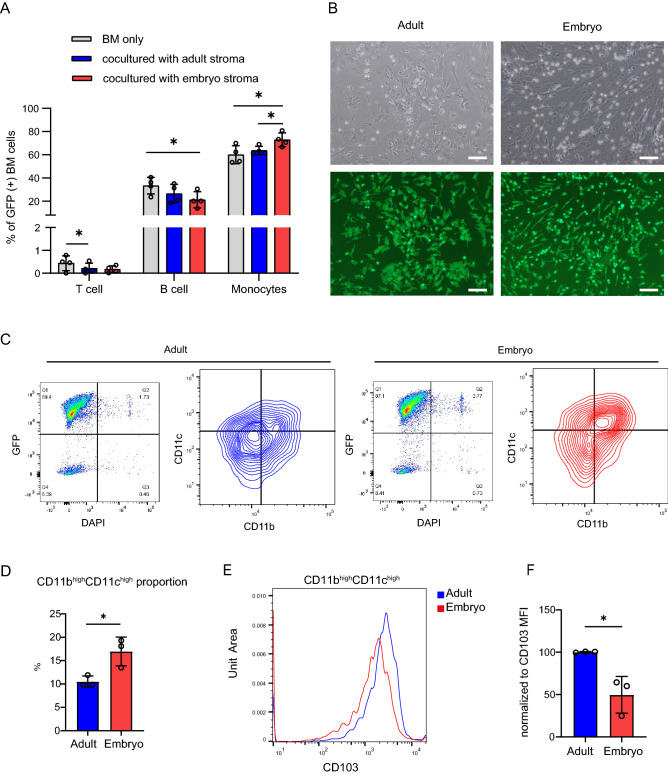
Co-culture with embryonic intestinal stroma promotes differentiation of exogenous monocytes into CD11b^high^CD11c^high^ CD103^low^ MPs. (**A**) Mouse GFP + bone marrow cells were co-cultured ex vivo with wild type adult or embryonic intestinal stroma for 2 days. The differentiation state of live GFP + cells was analyzed by flow cytometry. T cells; CD3^+^, B cells; B220^+^, myelomonocytic cells; CD3^-^B220^-^CD11b^+^ n = 4 biological replicates. One way ANOVA with Tukey’s multiple test. *p < 0.05. (**B**) Representative bright field and fluorescent images of GFP labelled monocyte derived cells co-cultured with wild type intestinal adult or embryonic stromal cells for 2 days. Scale bar = 100 µm. (**C**) DAPI^-^ GFP^+^ live monocyte derived cells from ex vivo coculture of stromal cells and monocytes shown in (**B**), were analyzed for CD11b and CD11c expression by flow cytometry. (**D**) Quantification of (**C**) showing the percentage of CD11b^high^CD11c^high^ cells. n = 3 biological replicates. t-test. *p < 0.05. (**E**) Histogram showing CD103 expression in CD11b^high^CD11c^high^ gated cells from (**C**). (**F**) CD103 MFI in CD11b^high^CD11c^high^ gated cells from (**C**) normalized to adult stroma. n = 3 biological replicates. t-test. *p < 0.05.

### Phagocytosis assay

Adult or embryonic intestinal stromal cells were cultured in a 96 well plate and treated with LPS at 10 µg/ml for 15 h. The cells were washed 3 times with PBS and GFP labelled monocytes were then added to the culture for 2 days, after which the cells were incubated with pHrodo Red E. Coli BioParticles at the final concentration of 50 µg/ml (Thermo Fisher Scientific) for 2 h. Once engulfed by phagocytic cells, pH-induced red fluorescence was visualized and images were acquired using an Evos FL Auto2 Imaging System (Thermo Fisher Scientific).

### RNA extraction and mRNAseq analysis

RNeasy mini kits (Qiagen) were used to isolate RNA from cultured cells. RNA quality and quantity were analyzed using a NanoDrop and TapeStation. PolyA + stranded RNA-seq libraries were prepared using the KAPA RNA Hyper Prep kit (Roche). The multiplexed libraries were sequenced on an Illumina NextSeq 500 to obtain a single-end 75 bp read. The fastq files from sequencing run were firstly subject to quality controls using FastQC version 0.11.3. Raw reads with low quality (Phred score less than 28, reads contains adaptor sequences) were removed using Trim Galore. The trimmed reads were mapped to NCBI mouse genome (GRCm38.p6) with STAR 2.4.2a^22^. No more than 1 base mismatch were allowed and only uniquely mapped reads were retained. Over 97% of reads mapped to the genome for each sequenced sample. The GEO accession number for all sequencing data reported in this paper is GSE161707.

### Differential expression analysis and functional annotations

TMM normalized counts were log2-transformed to obtain counts per million (CPM). Only expressed genes were retained for further analysis (defined as cpm > 0.5 for all samples in a group). Differential gene expression analysis was then conducted using the edgeR package in R version 3.6.0^23^ to contrast transcripts expressed in embryonic stromal cells treated with LPS compared to vehicle control (PBS) and adult stromal cells treated with LPS compared to PBS. We selected genes significantly differentially expressed by LPS stimulation in the embryonic setting only using cutoff of logFC > 2 and FDR < 0.01 (226 genes) and performed hypergeometric enrichment tests with clusterProfiler R package version 3.13.0^24^, using the KEGG gene sets in the Molecular Signature Database version 6.2^25,26^. Bonferroni adjustment for p value was used, with only gene sets with an adjusted p value less than 0.05 considered (Fig. 2B). To visualize components of the most significant, enriched pathway, differentially expressed genes were inspected using ComplexHeatmap R package version 2.1.0^27^ (Fig. 2C).

**Figure 2:**
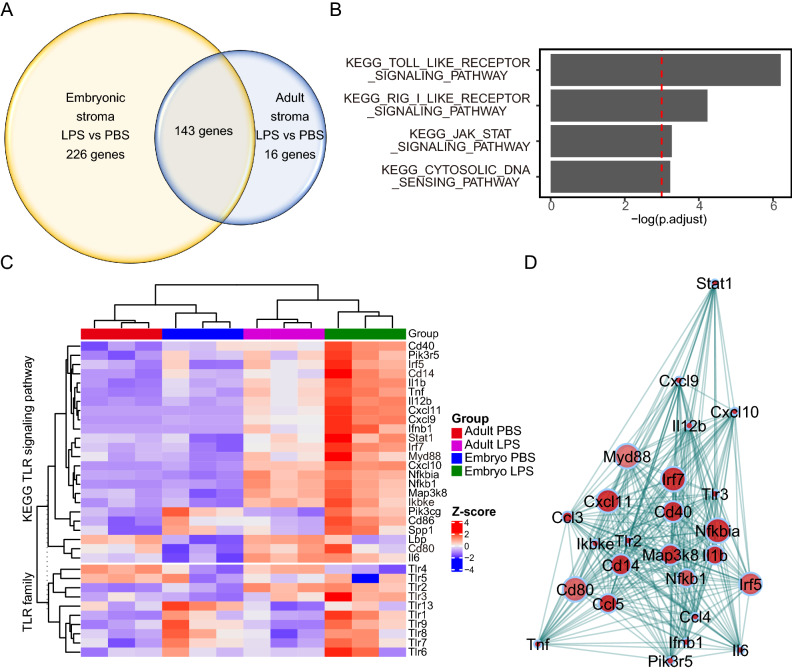
Identification of key genes differentially expressed by the immature mouse intestinal stroma upon inflammatory stimulation ex vivo. (**A**) Venn diagram showing the number of differentially expressed genes (DEGs) in primary adult or embryonic intestinal stromal cells treated with LPS in comparison to vehicle controls. 3 independent cultures generated from 3 adult mice or 6 pooled embryos/culture were sequenced. DEG had absolute value of log2 fold change ≥ 2.0, FDR < 0.05. (**B**) Significantly enriched KEGG pathways for 226 genes differentially expressed in LPS stimulated embryonic stromal cells. FDR < 0.05. (**C**) Heatmap generated using ComplexHeatmap R package version 2.1.0^27^ depicting unsupervised clustering of TLR and TLR pathway component expression in LPS or control vehicle treated embryonic and adult stromal cells ex vivo. (**D**) Network visualization constructed using R package WGCNA^28^ of the correlation between DEG in LPS stimulated embryonic stromal cells in the KEGG TLR signaling pathway. Each dot represents a gene, dot interior colour denotes upregulation (red) of gene transcript in LPS treated cells compared to PBS treated cells, dot size indicates the magnitude of gene expression correlation to neighboring genes, lines connecting dots represent topological distance.

### Supervised weighted gene correlation network analysis (WGCNA)

To identify key molecules within the toll like receptor signaling pathway that may contribute to the activation of inflammation in the embryonic stroma, we performed network analysis. Gene networks were constructed using the R package WGCNA following the procedure described by Langfelder and Horvath^28^. In brief, a pairwise Pearson’s correlation based adjacency matrix was calculated for DEGs from embryonic intestinal stromal cells treated with LPS in comparison to vehicle, found in the toll like receptor signaling pathway. The topological overlap of the correlation was used to weight the edges of the correlation network. The higher the weight, the stronger the implied interaction between expression of two genes (network plot weight cut-off was 0.6). The connectivity for a single gene was calculated as the sum of the weights for that gene in relation to the rest of the genes, and nodes within the top 10th percentile for connectivity in the network were defined as hub genes.

### Real time RT-PCR

RNA was isolated using an RNeasy mini kit (Qiagen) and reverse-transcribed into cDNA with cDNA master (Sigma). PCR amplification was performed with Kappa SYBR qPCR mix using QuantStudio7 (Applied Biosystems). The mouse GAPDH gene was used as an endogenous control to normalize across samples. The following primers were used:

Tlr4-forward, GCATGGCTTACACCACCTCT.

Tlr4-reverse, TTTGTCTCCACAGCCACCAG.

Il1b-forward, TGCCACCTTTTGACAGTGATG.

Il1b-reverse, TGATGTGCTGCTGCGAGATT.

Tnf-forward, CATCTTCTCAAAATTCGAGTGACAA.

Tnf-reverse, TGGGAGTAGACAAGGTACAACCC.

Cd14-forward, ACTGAAGCCTTTCTCGGAGC.

CD14-reverse ,TGAAAGCGCTGGACCAATCT.

### siRNA

Invitrogen Silencer Select siRNA (Carlsbad, CA) targeting *Cd14* at a final concentration of 5 µM was utilized for gene silencing using Lipofectamine RNAiMAX reagent (Invitrogen), following the manufacturers’ instructions. Cells were harvested 48 h after transfection.

### Enzyme-linked immunosorbent assay (ELISA)

Adult or embryonic stromal cell supernatants were concentrated tenfold with Amicon Ultra 100 K (UFC9100, Merck). TNF-α and IL1β levels in the culture medium of control and LPS treated stromal cells were determined using commercially available ELISA kits that were purchased from BD Biosciences and Invitrogen, respectively, in accordance with the manufacturer’s instructions.

### Statistics

All statistical analyses were performed using Graphpad prism 8. Values are presented as mean ± SD. The data was analyzed by one-way ANOVA, followed by Tukey’s post hoc multiple-comparisons test or unpaired t-test as indicated in the figure legends. The significance level was set at P < 0.05.

## Results

### The embryonic intestinal stroma enhances monocyte differentiation to CD11b^high^CD11c^high^ MPs

To investigate whether there are different microenvironmental cues provided by the embryonic and adult stroma that influence incoming immune cell behavior, we developed an ex vivo co-culture system. This contained primary mouse GFP-labelled bone marrow cells to model exogenous blood cell behavior and wild-type intestinal embryonic or adult stromal cells. Cells were co-cultured for 2 days and then GFP^+^ cells analysed by flow cytometry for immune cell differentiation markers. This included a particular focus on MP cells given their key role in discriminating harmful and harmless stimuli. The proportion of CD11b^+^ CD3^-^ B220^-^ myelomonocytic cells in the GFP^+^ population significantly increased when co-cultured with embryonic stromal cells, at the expense of B220^+^ B cells, and to a lesser extent, CD3^+^ T cells. This effect was much dampened following co-culture with adult stroma compared with the embryonic stroma (Fig. 1A).

CD11b is a marker of monocytes as well as a subset of NK cells and granulocytes. To focus our studies on the monocytes that give rise to MPs, CD3^-^B220^-^NK1.1^-^CD11b^+^Ly6G^-^Ly6C^+^ monocytes were enriched from GFP labelled bone marrow cells using a MACS monocyte isolation kit (Suppl Fig. 1). Similar to our previous experiment, the enriched monocyte population was co-cultured with embryonic or adult intestinal stromal cells for 2 days (Fig. 1B). Morphological analysis indicated that monocyte derived GFP^+^ cells had a bi-polar, thin, elongated shape following co-culture with embryonic stroma while co-culture with adult stroma generated cell populations with broader cell bodies with multipolar elongations. To characterize the immunophenotype of these GFP labelled monocyte derived cells we used flow cytometry to analyse expression of the leukocyte markers, CD11b, CD11c, and CD103 in GFP^+^ cells. A higher proportion of CD11b^high^CD11C^high^ monocytes were observed following co-culture with embryonic stroma than with adult stroma (Fig. 1C,D). Interestingly, CD103 expression was significantly upregulated in CD11b^high^CD11C^high^GFP^+^ cells co-cultured with adult stroma compared to embryonic stroma (Fig. 1E,F). CD103^+^ DCs induce the differentiation of Foxp3^+^ regulatory T cells from naïve T cells^29^, thus the decrease of CD103 on MPs in the embryonic stroma may result in the reduction of Tregs and subsequent immune activation.

### The immature intestinal stroma displays a heightened transcriptional response to inflammatory stimulation ex vivo

To understand at the molecular level why preterm infants may have a propensity to develop excessive GIT inflammation, we asked what the differences were in embryonic and adult stromal responses to an inflammatory stimulus. For this we used LPS, a component of the outer wall of Gram-negative bacteria that is commonly used to model the inflammatory response to bacterial exposure, such as occurs after birth. 

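Strand-specific, poly(A)-selected mRNAseq libraries were made from primary stromal cells of the mouse small intestine. The cells came from embryos at day 14.5 (E14.5) or from adult mice, and were treated for 6 h with LPS, given in the methods as 10 µg/µl, or with vehicle (PBS). Each of the 4 groups (embryonic LPS, embryonic PBS, adult LPS and adult PBS) held 3 libraries from independent cultures. The legend of Fig. 2A gives 3 adult mice as the source of the adult cultures and 6 pooled embryos for each embryonic culture. The authors mapped the reads to GRCm38.p6 with STAR, allowed at most 1 mismatch, kept uniquely mapped reads, and deposited raw read counts per gene, without normalization, under gene symbols. Between 97.5% and 98.9% of the reads of each library had mapped, and between 8.45% and 9.37% had mapped to more than 1 place. Counts on the strand expected from the library chemistry were used, because the opposite strand held only 1.14% to 1.98% of the gene counts. The counts assigned to genes ranged from 28651107 to 29573478 in embryonic LPS libraries (median 29171270) and from 30430596 to 32672370 in embryonic PBS libraries (median 32140016). They ranged from 24563832 to 32551997 in adult LPS libraries (median 30074086) and from 18850224 to 29903594 in adult PBS libraries (median 28094847). At these depths, 3 counts, taken as the smallest detectable level, correspond to between 0.0897 and 0.145 CPM (counts scaled to the library total after TMM normalization); this floor covers counting error only. The most abundant gene held between 1.29% and 1.81% of the counts of a library. Any 2 libraries of a group differed by far more than counting noise, with a chi-square per gene between 31.6 and 278, so no library repeats another. Counts were normalized with edgeR's TMM method, with factors between 0.899 and 1.10. Of the 23329 genes listed, 13038 had a CPM above 0.5 in all samples of at least 1 group, the filter given in the methods, and were tested.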

We performed a global mRNAseq analysis of primary intestinal embryonic and adult stromal cells challenged with LPS or vehicle controls. 

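Distances between libraries were computed with limma as leading log2 fold changes, over the 500 genes that differed most between each pair of libraries. The nearest library to each of the 12 libraries was another replicate of its own group. The mean distance within groups was 2.67, and the mean distance between the LPS and PBS libraries that share a stage and a replicate number was 3.62. None of the 15400 ways of dividing the libraries into 4 groups of 3, other than the real one, gave a within-group distance as small (exact permutation test, one-sided, p = 6.49e-05, the smallest p this test allows). The test treats the 12 libraries as exchangeable, although LPS and PBS libraries of the same number deviated together and each stage has only 3 cultures, so this p overstates the evidence for a difference between stages. Replicates lay closer together in adult stroma, with mean distances of 2.36 with LPS and 2.40 with PBS, than in embryonic stroma, with 2.97 and 2.96. All 12 libraries stayed nearest to their own group when all genes or 100 genes were used, without TMM factors and without the filter on low counts. When each library was left out in turn, between 9 and 11 of the 11 remaining libraries did so.

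**Figure D1:**
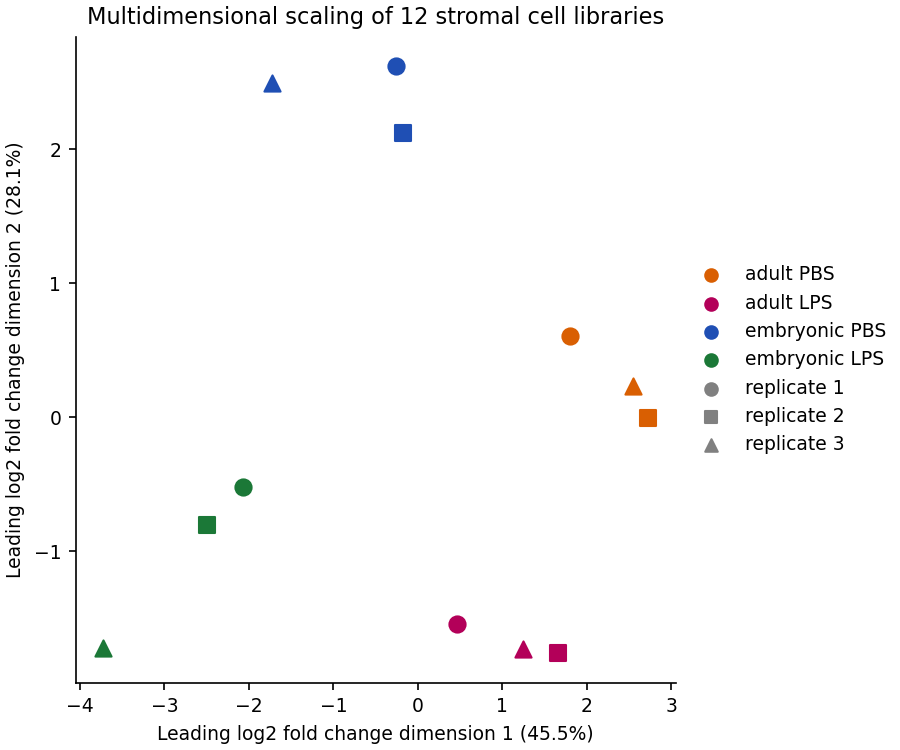
Multidimensional scaling of the 12 libraries by leading log2 fold change; each point is a library, the colour gives the stage and treatment and the shape the replicate number. Dimension 1 (x axis) holds 45.5% and dimension 2 (y axis) 28.1% of the variation, and the 4 groups occupy separate areas of the plot.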

Multidimensional scaling plot analysis grouped biological replicates together but presented clear separation of sample transcriptomes based on developmental stage and also LPS stimulation (Suppl. Figure 3). 143 genes were differentially regulated by LPS in both the embryonic and adult stroma in comparison to the respective vehicle treated controls (Fig. 2A). These included genes known to be regulated by LPS such as Nuclear Factor Kappa B Subunit 1 (*Nfkb1*), interleukin 1β (*Il1b*) and tumor necrosis factorα (*Tnf*). 

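All 12 libraries were fitted in a single edgeR model of the 4 groups, and genes were called at an adjusted p-value under 0.05 (quasi-likelihood test with Benjamini-Hochberg adjustment) and an absolute log2 fold change of at least 2, the thresholds in the legend of Fig. 2A. LPS changed 251 genes in embryonic stroma (244 rose and 7 fell) and 55 genes in adult stroma, all of which rose. The lists shared 49 genes. The median log2 fold change of the shared genes was 6.16 in embryonic and 4.92 in adult stroma, and 36 of the 49 rose more in embryonic stroma. The 3 shared genes with the largest embryonic log2 fold changes were guanylate binding protein 5 (Gbp5), Cxcl1 and Cxcl10. Gbp5 had a log2 fold change of 11.78 (standard error 1.27, adjusted p = 0.00188) in embryonic and 7.38 (standard error 1.05, adjusted p = 0.0131) in adult stroma in the same edgeR test. Cxcl1 had one of 11.53 (adjusted p = 1.35e-05, same edgeR test) in embryonic and 10.20 (adjusted p = 1.89e-05) in adult stroma. Cxcl10 had one of 11.51 (adjusted p = 0.000544, same edgeR test) in embryonic and 7.53 (adjusted p = 0.00683) in adult stroma. The LPS and PBS libraries of a stage that carry the same replicate number deviated together from their group means. Across genes, which are not independent replicates, the correlation of their deviations averaged 0.754 in adult stroma (0.610 to 0.850 in the 3 pairs) and 0.751 in embryonic stroma (0.710 to 0.784). With the replicate number within each stage added to the model as a block, 444 genes were called in embryonic stroma (394 rose and 50 fell) and 211 in adult stroma (209 rose and 2 fell), and 190 in both, which included all 49. With the 6 libraries of each stage fitted alone, 4 genes were called in embryonic stroma, 124 in adult stroma and 4 in both; with the block as well, a fit chosen after these counts were seen, 384, 194 and 157 were.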

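Nfkb1 lies on chromosome 3 of GRCm38.p6, from 135584655 to 135691969. Its level was 279 ± 130 CPM (SD, n = 3) with LPS and 54.0 ± 6.81 CPM with PBS in embryonic stroma, and 229 ± 57.7 CPM with LPS and 50.4 ± 1.06 CPM with PBS in adult stroma. Its log2 fold change was 2.40 (standard error 0.30, adjusted p = 0.00296, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in embryonic and 2.19 (standard error 0.29, adjusted p = 0.0101) in adult stroma. Tnf, on chromosome 17 from 35199367 to 35202007, was at 1464 ± 1518 CPM with LPS and 1.80 ± 1.89 CPM with PBS in embryonic stroma, and at 34.1 ± 28.6 CPM and 0.152 ± 0.0634 CPM in adult stroma. The log2 fold change of Tnf was 9.69 (standard error 1.39, adjusted p = 0.00603, same edgeR test) in embryonic and 7.75 (standard error 1.44, adjusted p = 0.0472) in adult stroma. Il1b, on chromosome 2 from 129364569 to 129371164, was at 1184 ± 1423 CPM with LPS and 1.35 ± 1.38 CPM with PBS in embryonic stroma, and at 14.2 ± 9.97 CPM and 0.0851 ± 0.119 CPM in adult stroma. The log2 fold change of Il1b was 9.78 (standard error 1.36, adjusted p = 0.00528, same edgeR test) in embryonic stroma. In adult stroma it was 7.24 (standard error 1.47), with an adjusted p of 0.0658 in the same edgeR test, so Il1b was not called there. All 3 genes rose in each of the 3 same-numbered pairs of LPS and PBS libraries of both stages. All 3 were called in both stages with the replicate block. The adjusted p in adult stroma was then 0.000433 for Nfkb1, 4.14e-07 for Tnf and 1.93e-05 for Il1b (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In edgeR's test of the interaction over all tested genes, the adjusted p was 1 for each gene without the block and 0.934 for Nfkb1, 0.0847 for Tnf and 0.475 for Il1b with it (unadjusted p = 0.573, 0.000987 and 0.0293). With p-values adjusted over the 3 genes alone, which the paper names from its own calls on these data, 2 passed in the test of the interaction with the block (Tnf and Il1b) and 0 without it, where 0 also had an unadjusted p under 0.05.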

Somewhat unexpectedly, we also identified 226 uniquely differentially expressed genes (DEGs) following LPS stimulation of embryonic stromal cells compared to vehicle control, and only 16 unique DEG after LPS treatment of adult stromal cells compared to vehicle controls (Fig. 2A). This suggests a broader transcriptional reprogramming occurs in embryonic compared to adult stroma following LPS exposure. 

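LPS changed 202 genes in embryonic stroma alone, of which 195 rose and 7 fell, and 6 genes in adult stroma alone, all of which rose. With the replicate block the counts were 254 (205 rose and 49 fell) and 21 (20 rose and 1 fell), and 101 of the 202 genes were again called in embryonic stroma alone while 94 were called in both stages. In the model without the block, the 202 genes had a median log2 fold change of 4.37 in embryonic stroma (quartiles 2.99 and 6.23) and of 2.12 in adult stroma (quartiles 1.11 and 3.40). The change had the same direction in adult stroma for 200 of them and an absolute log2 fold change of at least 2 there for 113, but in adult stroma 0 of them reached an adjusted p under 0.05 and 135 an unadjusted p under 0.05. Replicates varied more in embryonic than in adult stroma, with a biological coefficient of variation of 0.381 and 0.258 when each stage was fitted alone.

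Among the genes called in embryonic stroma alone, edgeR's fitted log2 fold change was highest for Cxcl11, Ccl22 and Il12b, a ranking that is uncertain for genes at the floor with PBS. Cxcl11 is listed in the annotation as a transcribed pseudogene, so its rise concerns the transcript alone. No embryonic or adult PBS library had a count for Cxcl11. It was at least 433-fold higher with LPS than at the 3-count floor in embryonic stroma (adjusted p = 0.0136, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 5.44-fold higher in adult stroma (adjusted p = 0.418). Ccl22 was at least 1224-fold higher with LPS in embryonic stroma (adjusted p = 0.0108, same edgeR test) and at least 9.93-fold higher in adult stroma (adjusted p = 0.521). Il12b had a log2 fold change of 12.21 (standard error 1.40, adjusted p = 0.00227, same edgeR test) in embryonic stroma and was at least 56.7-fold higher with LPS in adult stroma (adjusted p = 0.0627). The fitted log2 fold change was lowest for C130050O18Rik, Cd300lb and Slco2b1. In embryonic stroma with LPS, C130050O18Rik was at least 23.8-fold lower (adjusted p = 0.0184, same edgeR test) and Cd300lb at least 56.7-fold lower (adjusted p = 0.0125). Slco2b1 had a log2 fold change of −5.39 (standard error 1.10, adjusted p = 0.0284, same edgeR test), and was at or under the floor in adult stroma.

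Among the genes called in adult stroma alone, Neurl3, Tnfsf11 and Arg2 rose most. Neurl3 had a log2 fold change of 4.92 (standard error 0.80, adjusted p = 0.0232, same edgeR test) in adult and 2.34 (standard error 0.70, adjusted p = 0.149) in embryonic stroma. Tnfsf11 had one of 4.54 (adjusted p = 0.0215, same edgeR test) in adult stroma and was at least 2.83-fold higher with LPS in embryonic stroma. Arg2 had one of 4.03 (adjusted p = 0.0101, same edgeR test) in adult stroma and was at least 3.73-fold higher with LPS in embryonic stroma.

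**Figure D2:**
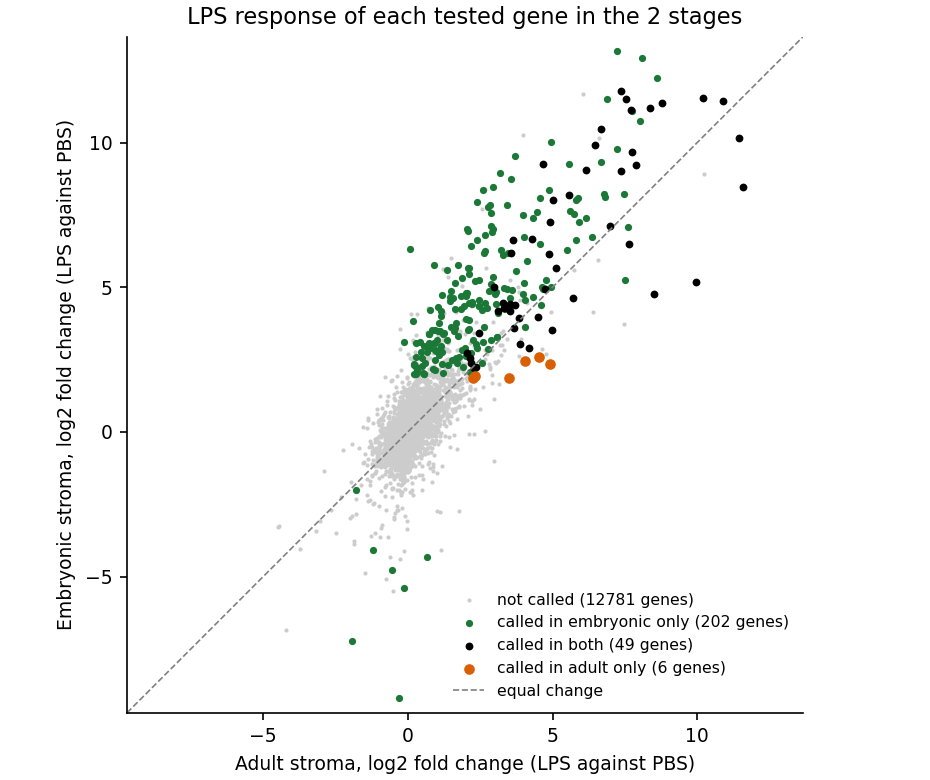
Log2 fold change (LPS against PBS) of each of the 13038 tested genes in adult (x axis) and embryonic stroma (y axis); each point is a gene and the dashed line marks an equal change. Most of the 202 genes called in embryonic stroma alone lie to the right of 0, above the line, and the 6 called in adult stroma alone lie below the line.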

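The difference between the stages in their response to LPS was tested as the interaction of stage and LPS in the same edgeR model. No gene had an adjusted p under 0.05 (quasi-likelihood test with Benjamini-Hochberg adjustment; smallest adjusted p 0.968), and 293 genes had an unadjusted p under 0.05. The spread between cultures counts as noise in this test, and its power in these data was not measured. Counts were simulated with a set spread between cultures, which was not estimated from these data. There the test recovered 0% of the interactions without the block and 100% with it. A lack of calls in this test therefore does not show that the stages respond alike. None of the genes called in embryonic stroma alone passed it without the block, although the change was larger in embryonic than in adult stroma for 196 of them and 98 had an unadjusted p under 0.05. The median difference in log2 fold change between the stages was 2.10 over these genes and 0.94 over the shared genes. Both lists were chosen by their calls in each stage, which favours a larger embryonic change in the first. The counts and medians of these lists are therefore no separate evidence of an interaction. With the replicate block, which lowered the common biological coefficient of variation from 0.340 to 0.126, 110 genes had an interaction at an adjusted p under 0.05 and 1163 at an unadjusted p under 0.05. Of the 110, the embryonic log2 fold change was the higher for 104 and the lower for 6; 56 were called in embryonic stroma alone in that fit and 33 in both stages. For 2027 of the 13038 tested genes (15.5%), the 3 embryonic pair differences did not overlap the 3 adult ones, where chance gives 10% for a single gene. The genes share the same cultures and are not independent, so the excess over 10% is no evidence of its own. From the larger number of genes changed by LPS in embryonic than in adult stroma (Fig. 2A), the paper proposes that LPS reprograms transcription more broadly in embryonic stroma.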

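The genes called in embryonic stroma alone were tested for enrichment with a one-sided hypergeometric test in mouse Reactome pathways of 10 to 500 genes; the KEGG sets of the paper's methods were not used here. The background was the 4578 tested genes that belong to any of these pathways, 95 of which were called in embryonic stroma alone, and 843 pathways were tested. After Bonferroni adjustment, 16 pathways passed an adjusted p of 0.05. The lowest p belonged to cytokine signaling in the immune system, with 30 of its 195 genes (odds ratio 12.1, adjusted p = 3.06e-16, hypergeometric test), followed by interferon signaling, with 22 of its 96 genes (odds ratio 18.0, adjusted p = 5.05e-15). The Toll-like receptor cascades came in rank 34, with 7 of 101 genes (odds ratio 3.71, unadjusted p = 0.00466, adjusted p = 1). The 7 genes were Cd14, Ikbke, Irf7, Myd88, Nod2, Peli1 and Tlr3. With the genes called in embryonic stroma alone under the replicate block, the Toll-like receptor cascades held 5 genes (odds ratio 2.19, unadjusted p = 0.0918, rank 54) and interferon signaling came first (odds ratio 18.4). The adjusted p of the Toll-like receptor cascades changed side with all genes called in embryonic stroma, which included 13 of its genes (odds ratio 5.81, adjusted p = 0.00205, rank 20), and with the genes called in adult stroma, which included 6 (odds ratio 11.2, adjusted p = 0.0394, rank 11). It also did so without any 1 of the 3 adult PBS libraries, with odds ratios between 7.06 and 7.33. The genes called in both stages included 6 of the cascades (odds ratio 12.2, adjusted p = 0.0264, hypergeometric test, rank 10). Under the replicate block they included 8 (odds ratio 4.44, adjusted p = 0.776, same hypergeometric test).

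The 24 signaling components drawn in Fig. 2C, the TLR family left aside, were all tested. Their mean level was highest in embryonic LPS libraries for 21, in adult LPS libraries for 2 and in embryonic PBS libraries for 1. Without the block 4 were called in both stages, 13 in embryonic stroma alone and 7 in neither, and with the block 14, 6 and 4. LPS raised 23 of them in all 3 embryonic pairs, and 23 in all 3 adult pairs. With p-values adjusted over the 24 genes alone, which the paper drew from its own calls on these data, 21 passed in embryonic stroma, 16 in adult stroma and 2 in the test of the interaction. With the block, 23, 22 and 10 did so.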

Pathway analysis of the 226 uniquely DEG in embryonic stroma indicated that components of the Toll-like receptor signaling pathway were most enriched (Fig. 2B). The Retinoic acid-inducible gene I (RIG I) like receptor signaling pathway, Janus kinase-signal transducer and activator of transcription (JAK STAT) signaling pathway, and cytosolic DNA sensing pathway were also significantly enriched (Fig. 2B). 

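The Reactome pathway of interferon induction through RIG-I and MDA5 included 8 of its 45 genes among those called in embryonic stroma alone (odds ratio 11.0, Bonferroni-adjusted p = 0.00247, hypergeometric test, rank 11). With the calls of the replicate block it included 7 (odds ratio 8.00, adjusted p = 0.0649). The pathway of cytosolic sensors of pathogen-associated DNA included 4 of its 51 genes (odds ratio 4.15, unadjusted p = 0.0207, Bonferroni-adjusted p = 1), and 2 with the block (odds ratio 1.69, unadjusted p = 0.344). No Reactome pathway stands for the whole KEGG JAK STAT set, which was not analysed here.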

The RIG I like receptor signaling pathway contains pattern recognition receptors for double-stranded RNA viruses^30^. We focused our further investigations on the most enriched gene set, containing members of the Toll-like receptor signaling pathway. 

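Tlr4 lies on chromosome 4 from 66827551 to 66846581. Its level was 17.2 ± 7.12 CPM (SD, n = 3) with PBS and 15.0 ± 3.83 CPM with LPS in embryonic stroma, and 37.6 ± 3.99 CPM with PBS and 32.3 ± 3.80 CPM with LPS in adult stroma. Over both treatments, its level differed between the stages by a log2 fold change of −1.11 (embryonic against adult, standard error 0.20, adjusted p = 0.00491, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was −1.13 between PBS libraries (adjusted p = 0.0509, same edgeR test) and −1.09 between LPS libraries (adjusted p = 0.0506). With each library left out in turn, the difference over both treatments stayed between −1.30 and −1.01. When the LPS and PBS libraries of the same number were averaged, so that each culture counted once, the highest embryonic culture (log2 CPM 4.43) lay under the lowest adult culture (5.05). This was the largest separation among the 10 ways of dividing the 6 cultures (exact permutation test, two-sided, p = 0.1, the smallest p that 3 cultures against 3 allow). A stage difference cannot be blocked by a replicate number that pairs libraries within a stage. With the number as a block across stages, where libraries of the same number did not deviate together (mean correlations between −0.182 and −0.152), it was −1.15 (adjusted p = 0.00168, same edgeR test).

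Other members of the TLR family were higher in embryonic stroma over both treatments. The log2 fold change was 4.98 for Tlr1 (adjusted p = 0.00792, same edgeR test), 4.70 for Tlr9 (adjusted p = 0.0115), 3.96 for Tlr7 (adjusted p = 0.0124), 3.82 for Tlr8 (adjusted p = 0.0173) and 3.51 for Tlr13 (adjusted p = 0.0318). The differences of Tlr8 and Tlr13 passed an adjusted p of 0.05 in 18 and 13 of 21 alternative fits. The macrophage markers of the same PBS libraries were 20.7-fold higher in embryonic stroma, as the median of 10 genes. These tests count the LPS and PBS libraries of a culture as independent. With each culture counted once, the embryonic cultures lay above the adult ones for each of these 5 genes, the largest separation among the 10 ways of dividing the cultures (exact permutation test, two-sided, p = 0.1 for each). Tlr5 and Tlr6 did not differ detectably, with log2 fold changes of −0.17 (adjusted p = 0.805, same edgeR test) and 0.58 (adjusted p = 0.179).

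**Figure D3:**
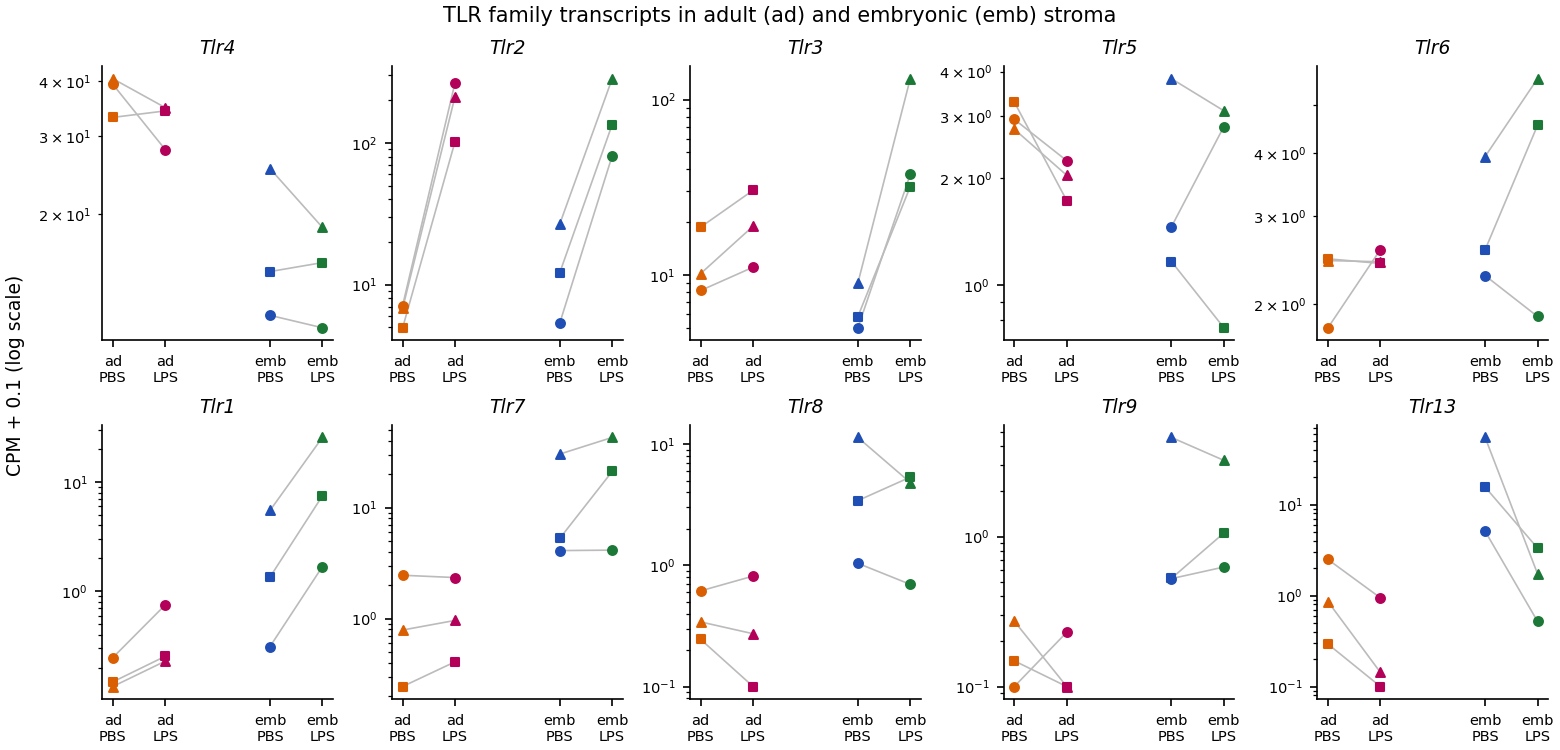
Levels of the 10 TLR family genes of Fig. 2C in each library, in CPM plus 0.1 on a log scale that differs between panels; shapes give the replicate number and lines join the PBS and LPS libraries of the same stage and number. For Tlr4 the 6 embryonic libraries lie below the 6 adult libraries.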

Heat map visualization of transcripts encoding TLR signaling components and the TLR family (Fig. 2C) showed that unexpectedly, Toll-like receptor 4 (*Tlr4*) itself was expressed at lower levels in embryonic stromal cells compared to adult. This finding was confirmed by qPCR (Suppl Fig. 4A). In contrast, in the epithelial compartment, *Tlr4* mRNA expression was higher in embryonic compared to adult intestinal cells by qPCR, consistent with previous reports describing high neonatal levels of *Tlr4/TLR4* expression in the intestinal epithelium^2^ (Suppl Fig. 4B).

To determine key nodes of the TLR signaling pathway that are altered by LPS in the embryonic stroma we undertook network analysis using our mRNAseq data. This network visualization displays how closely correlated the expression of different members of the TLR signaling pathway are in embryonic stromal cells upon LPS stimulation and identified hub genes, whose expression most closely correlated with other genes in the TLR pathway, shown in Fig. 2D. 

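The network was rebuilt from the 25 genes drawn in Fig. 2D and the 6 embryonic libraries. The absolute Pearson correlation of log2 CPM was raised to the power 6, the topological overlap was computed from it, and the connectivity of a gene was the sum of its overlaps with the other genes; the paper's text does not give the power. Across the 300 gene pairs the median absolute correlation was 0.959 and the smallest 0.746. These libraries fall into an LPS and a PBS cluster of 3 each, so the correlations include the rise with LPS, and no relation within a cluster can be tested. After subtraction of the mean of each treatment the median absolute correlation was still 0.811. That value rests mostly on differences between 3 cultures, since their LPS and PBS libraries deviated together. The share of the correlations that is due to the rise with LPS was not tested. Connectivity differed little between the genes, with a ratio of highest to lowest of 1.17. Ccl4, Ccl3 and Nfkb1 had the highest connectivity and formed the top 10% of the 25 genes, rounded up to 3. The annotated intervals of Ccl3 (83647843 to 83649378) and Ccl4 (83648624 to 83664683) on chromosome 11 overlap, so their counts are uncertain. Cd14 ranked 16, with 95.3% of the highest connectivity. It ranked 14 to 16 at the powers 1 and 12, with a signed adjacency and over all 12 libraries, 10 with the genes of Fig. 2C added, 8 to 18 when each embryonic library was left out, and 1 after subtraction of the treatment means. The overlap describes 6 libraries, and no test was made of the ranks.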

Among the hub genes, interferon regulatory factor5/7 (*Irf5/7*)*, Cd14, Stat1, Myd88,* Inhibitor of nuclear factor kappa-B kinase subunit epsilon (*Ikbke*)*, Tlr3,* and cluster of differentiation 80 (*Cd80*) were significantly upregulated in embryonic and not adult stroma upon stimulation. 

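The genes Irf5, Irf7, Cd14, Myd88, Ikbke, Tlr3 and Cd80 all had their highest mean level in embryonic LPS libraries and rose in each of the 3 same-numbered pairs of LPS and PBS libraries in both stages. The median log2 fold change of these 7 genes was 2.82 in embryonic and 1.33 in adult stroma. Cd14, on chromosome 18 from 36725064 to 36726815, rose from 12.5 ± 10.3 to 271 ± 289 CPM (SD, n = 3) in embryonic stroma, a log2 fold change of 4.45 (standard error 0.84, adjusted p = 0.0202, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In adult stroma it rose from 3.52 ± 1.11 to 15.2 ± 4.60 CPM, a log2 fold change of 2.13 (standard error 0.79, adjusted p = 0.591, same edgeR test). Irf7 had a log2 fold change of 5.76 in embryonic (adjusted p = 0.00603, same edgeR test) and 1.73 in adult stroma (adjusted p = 0.725). For Tlr3 the values were 3.38 (adjusted p = 0.0182, same edgeR test) and 0.72 (adjusted p = 1). For Ikbke they were 2.82 (adjusted p = 0.0102, same edgeR test) and 1.87 (adjusted p = 0.131), and for Myd88 2.01 (adjusted p = 0.031) and 0.56 (adjusted p = 1). Irf5 and Cd80 were not called in embryonic stroma, with log2 fold changes of 2.42 (adjusted p = 0.117, same edgeR test) and 2.23 (adjusted p = 0.0818), nor in adult stroma, with 1.33 and 0.50 (adjusted p = 1 for both). Without the block the interaction of stage and LPS had an adjusted p of 1 for each of the 7 (same edgeR test), in a fit where the spread between cultures counts as noise.

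The rise in embryonic stroma had an adjusted p under 0.05 for all 7 genes with the replicate block, and the rise in adult stroma for Cd14, Irf5, Irf7 and Ikbke. The adult adjusted p was 0.00112 for Cd14, 0.00468 for Irf7, 0.00824 for Irf5 and 0.000521 for Ikbke (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd14 was then called in both stages. The response differed between the stages for Irf7 (difference in log2 fold change 4.08, adjusted p = 0.00199, same edgeR test), Tlr3 (2.45, adjusted p = 0.0168) and Cd14 (2.09, adjusted p = 0.0191). With p-values adjusted over the 7 genes alone, which the paper drew from its own calls on these data, all 7 passed in embryonic stroma, 1 in adult stroma and 2 in the test of the interaction without the block, and 7, 6 and 6 with it. Between the stages, Cd14 was higher in embryonic LPS libraries by a log2 fold change of 4.16, and the macrophage markers by a median of 4.21. Between PBS libraries the values did not match, with 1.83 for Cd14 and a median of 4.37 for the markers.

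**Figure D4:**
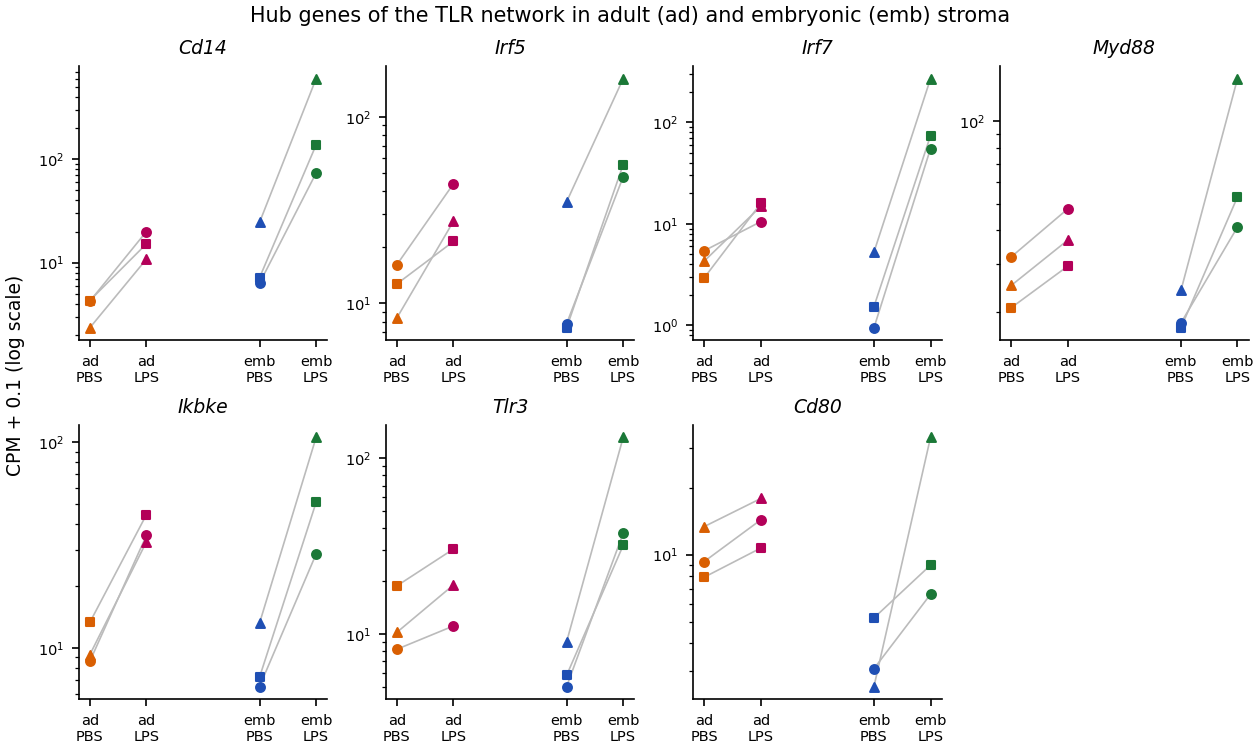
Levels of the 7 genes in each library, in CPM plus 0.1 on a log scale that differs between panels; shapes give the replicate number and lines join the PBS and LPS libraries of the same stage and number. Every line rises from PBS to LPS, and the mean rise is larger in embryonic than in adult stroma for each gene.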

In order to most potently impede inflammation driven by the embryonic stroma, we considered the availability of blocking reagents targeting hub genes for potential future clinical use. As such we further focused on *Cd14* in this study given that CD14 blocking agents are in clinical trial for infectious diseases^31^.

### CD45^+^CD11b^+^ leukocytes in the embryonic stroma respond to LPS-stimulation by upregulating CD14

The intestinal stroma is a heterogeneous collection of cells distinct from the epithelia. To identify the major source of CD14 in LPS stimulated embryonic stroma, we used flow cytometry to isolate distinct cell populations. As expected, our ex vivo embryonic and adult stromal cultures do not express CD326, in contrast to the positive control CD326^+^ intestinal epithelial cells by flow cytometry (Fig. 3A). We sorted CD326^-^, live stromal populations for immune cells using CD45 (pan-leukocyte marker) and CD11b (restricted to monocytes, macrophages, NK cells and granulocytes). Interestingly, the percentage of CD45^+^CD11b^+^ cells was significantly higher in the embryonic compared to adult stromal cultures (mean ± SD, adult: 2.45 ± 0.50%, embryo: 7.1 ± 0.53%) (Fig. 3B,C). Following LPS stimulation, CD14 expression was significantly increased on CD45^+^ CD11b^+^ cells in both the embryonic and adult stroma, and to a significantly greater extent in the embryonic setting (Fig. 3D,E). In contrast CD14 expression was lower in the CD45^-^CD11b^-^ cells compared to CD45^+^CD11b^+^and was not altered by LPS treatment in the embryonic or adult stroma (Fig. 3D,E). Taken together, these data suggested that the increased proportion of CD45^+^CD11b^+^ cells in the embryonic stroma upregulate CD14 expression following LPS stimulation, providing a differential microenvironmental cue between the embryonic and adult intestinal stroma.

**Figure3:**
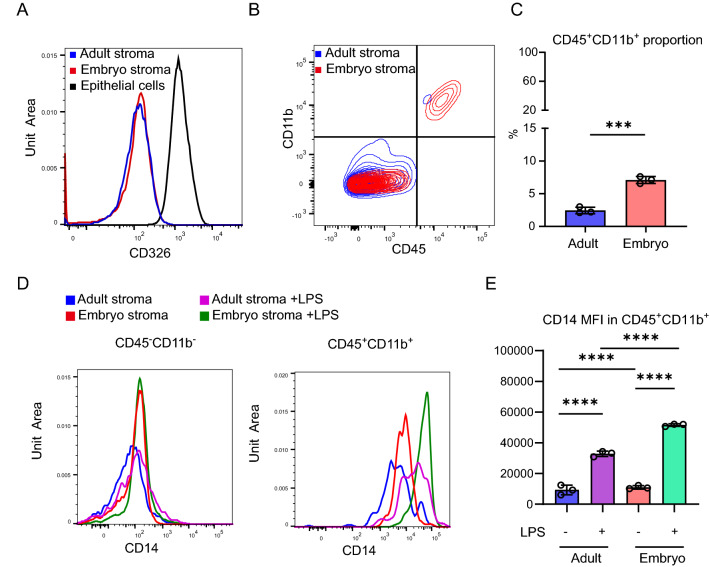
CD14 is upregulated in CD45^+^CD11b^+^ leukocytes in the embryonic stroma following LPS stimulation. (**A**) Histogram showing CD326 expression in primary adult or embryonic intestinal stromal cells, with intestinal epithelial cells as a positive control. Data representative of n = 3 independent cultures generated from 3 adult mice or 3 litters of 6 embryos each. (**B**,**C**) Flow cytometric analysis of CD45 and CD11b expression in adult or embryonic intestinal stromal cells. The percentage of live CD45^+^CD11b^+^ cells were compared. n = 3 biological replicates. t-test ***p < 0.001. (**D**) Histogram depicting CD14 expression in CD45^-^CD11b^−^ or CD45^+^CD11b^+^ populations in adult or embryonic intestinal stromal cells treated with LPS or vehicle control. (**E**) CD14 mean fluorescence intensity (MFI) in CD45^+^CD11b^+^ gated adult or embryonic intestinal stromal cells treated with LPS or vehicle. n = 3 biological replicates. One way ANOVA with Tukey’s multiple test. ****p < 0.0001.

### CD14 regulates inflammatory cytokine production and phagocytic behaviour of monocyte derived cells

To investigate the role of CD14 in stromally-driven inflammatory responses, we modified CD14 expression in our ex vivo stromal culture. As previously shown at the protein level (Fig. 3D,E), LPS treatment significantly increased *Cd14* transcript levels in both adult and embryonic stromal cells ex vivo, but with a significantly greater increase in the embryonic setting than in the adult (Fig. 4A). Knock down of *Cd14* with two independent siRNAs in comparison to scrambled control siRNA was validated by qPCR in embryonic stromal cells treated with LPS (Fig. 4A). Next we measured the effect of modulating CD14 expression on production of the pro-inflammatory cytokines IL-1b and TNFa. CD14 knock down significantly reduced TNF and IL1b expression, both at the RNA level as determined by qPCR (Suppl Fig. 5) and protein level by ELISA using the culture medium from LPS or vehicle treated embryonic stromal cells (Fig. 4B). To further examine the role of CD14 in the regulation of MP behavior in the proinflammatory embryonic stroma, we analysed phagocytosis in GFP labelled monocytes co-cultured with adult stromal cells and control or CD14 siRNA treated embryonic stromal cells. Phagocytic activity of exogenous MPs was assessed using pHrodo Red dye by determining the ratio of dual positive phagocytic pHrodo red^+^ and GFP^+^ cells, from all GFP^+^ cells. LPS treatment of adult stroma ex vivo did not increase phagocytosis in co-cultured GFP^+^ monocytes (Fig. 4C,D). In contrast, phagocytic activity in GFP^+^ MPs co-cultured with embryonic stroma was significantly increased by LPS treatment. CD14 knock down significantly reduced phagocytosis, suggesting that phagocytic behavior of recruited monocyte-derived MPs is at least partially dependent on CD14 function in the embryonic stroma (Fig. 4C–E).

**Figure 4:**
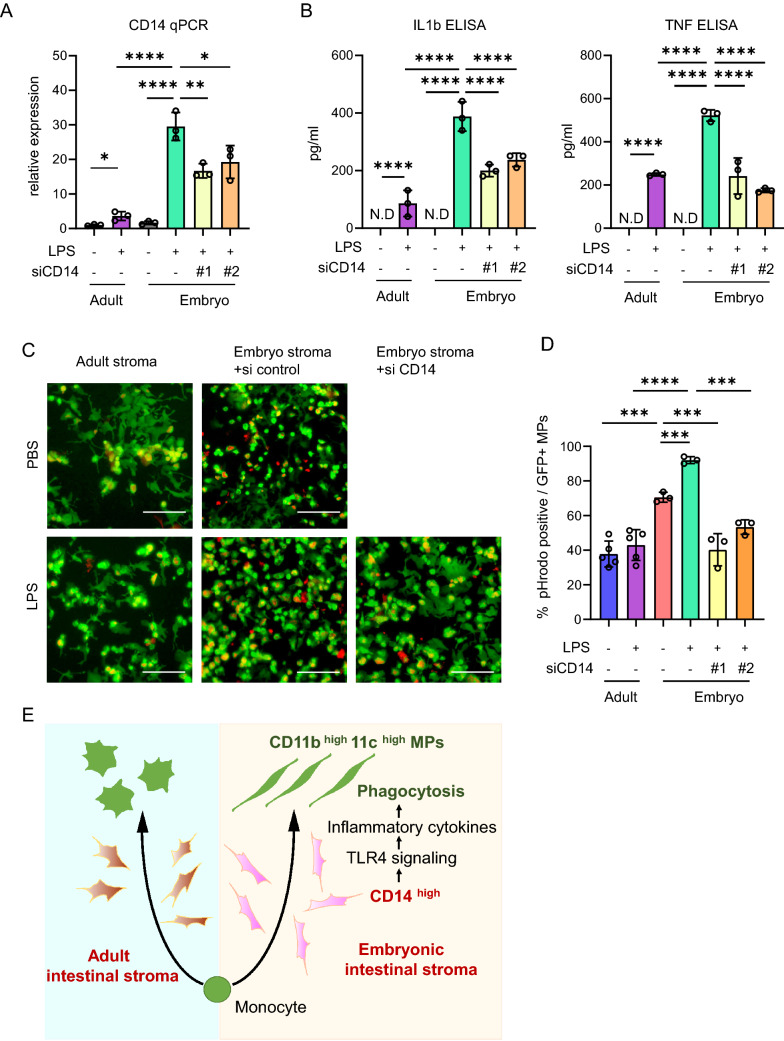
Inflammation induced CD14 in the embryonic intestinal stroma promotes inflammatory cytokine production and phagocytosis of monocyte derived cells. (**A**) *CD14* mRNA expression normalized to *Gapdh* in LPS or vehicle treated adult and embryonic intestinal stromal cells, with the addition of control or *CD14* siRNA knockdown in embryonic stromal cell cultures. n = 3 biological replicates. t-test. *p < 0.05, **p < 0.01, ****p < 0.0001. (**B**) IL1b and TNF ELISA using culture medium from LPS or vehicle treated adult and embryonic intestinal stromal cells, with the addition of control or *CD14* siRNA knockdown in embryonic stromal cell cultures. n = 3 biological replicates. t-test. ****p < 0.0001 N.D.; not detected. (**C**) Representative fluorescent images of phagocytic cells identified with pHrodo red fluorescence in co-cultures of adult or embryonic stromal cells and MACS sorted GFP + monocytes. Scale bar = 100 µm. (**D**) Quantification of (**C**) showing the percentage of pHrodo red/GFP^+^ out of the total GFP^+^ cells in 2 HPF of 3 biological replicates. n = 3 biological replicates. t-test., ***p < 0.001, ****p < 0.0001. (**E**) Graphical abstract of the findings.

## Discussion

At present, an increased reactivity of the immature intestinal epithelium to bacterial colonization is thought to generate an excessive inflammatory immune activation and NEC. The intestinal stroma is known to provide and regulate the local microenvironment and interact both with epithelial cells and immune cells. We need to understand the tissue distribution and spatial interactions of key inflammatory regulators in the preterm intestine. Global differences in molecular cues provided by the immature stroma have yet to be investigated in detail. Our bulk RNAseq analysis of intestinal stromal cells identified unique transcriptional responses to LPS in the embryonic compared to mature setting (Fig. 2A). 

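LPS did not detectably change Tlr4 in either stage. Its log2 fold change was −0.17 (standard error 0.27, adjusted p = 0.999, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in embryonic and −0.21 (standard error 0.27, adjusted p = 1) in adult stroma. With the replicate block it was −0.13 (adjusted p = 0.61, same edgeR test) and −0.21 (adjusted p = 0.495). The sign in embryonic stroma changed without embryonic LPS replicate 1 and without embryonic PBS replicate 3, and the change stayed between −0.41 and 0.21 when each library was left out. In the embryonic pairs of replicates 1, 2 and 3, the log2 difference between LPS and PBS was 3.56, 4.34 and 4.64 for Cd14, 1.17, 1.66 and 2.59 for Myd88, 2.63, 2.98 and 2.20 for Irf5, and 5.91, 5.69 and 5.69 for Irf7. In the adult pairs it was 2.26, 1.83 and 2.24 for Cd14, 0.60, 0.51 and 0.57 for Myd88, 1.45, 0.76 and 1.74 for Irf5, and 0.97, 2.45 and 1.82 for Irf7. The embryonic rises exceeded every adult rise for each of the 4 genes. Chance gives such a separation in 10% of comparisons of 3 against 3, counting both directions, but that rate does not apply to genes that the paper drew from its own calls on these data.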

Despite expression of *Tlr4* itself not being altered by LPS stimulation in stromal cells, *Cd14*, *MyD88* and *Irf5/7* were upregulated, suggesting TLR pathway activation and pro-inflammatory consequences mediated at least in part by the stroma (Fig. 2D). We observe upregulation of CD14 at the protein level also in our primary mouse intestinal stromal cell culture (Fig. 3D,E). CD14 is present in a soluble form, as well as on the surface of myelomonocytic cells and non-immune cells such as fibroblasts and mesenchymal stem cells^4,32,33^. Thus upregulation of CD14 in the embryonic intestinal stroma can enhance TLR4 mediated inflammatory responses in a paracrine manner in adjacent cells.

In the embryonic intestine, tissue-resident macrophages are derived from mesenchymal stem cells in the yolk sac and fetal liver monocytes. These cells are replenished by bone marrow-derived Ly6C^high^ monocytes after birth^34,35^. Circulating CD14^+^CD45^+^ fibrocytes arise from monocyte precursors and undergo recruitment and activation in several inflammatory conditions, such as NEC, inflammatory bowel disease, and cancers. In pancreatic cancer, in which the majority of the tumor volume is fibrotic stroma rather than neoplastic cells, fibrocytes are concentrated in the stroma surrounding the tumor. It is thought that they secrete extra cellular matrix and recruit new fibrocytes, myofibroblasts, and stellate cells around them^36^. Fibrocytes are also increased in the plasma, intestinal mucosa, and submucosal layers of NEC patients^37^, however the contribution of stroma to fibrocyte accumulation has remained elusive. Our study has revealed that ex vivo cultured embryonic intestinal stroma contains more CD14^+^CD45^+^ cells than adult stroma and CD14 expression was also significantly increased upon LPS stimulation (Fig. 3A–E). In addition, the embryonic stroma induced differentiation of bone marrow cells to CD11b^+^ cells (Fig. 1A) and promoted monocyte differentiation to CD11b^high^CD11c^high^ cells (Figs. 1C,D, 4E). Knock-down of CD14 alone was not sufficient to impede this monocyte differentiation and so multiple factors found in the embryonic stroma, including CD14^+^CD45^+^ cells are likely to cooperatively form monocyte differentiation niches. As candidate niche factors we considered stromal colony-stimulating factor (CSF)-1,2 and transforming growth factor beta (TGFβ)-1,2 which have been reported to have roles in the differentiation of MPs^9,16,38^. However, CSF-1,2 and TGFβ-1,2 mRNA expression was not significantly different between embryonic and adult stroma in our ex vivo cultures (Suppl Fig. 6). Thus, further efforts are required to identify the embryonic stromal factors promoting the differentiation of monocytes to CD11b^high^CD11c^high^ cells.

In NEC, polarization toward increased proinflammatory CD3^+^CD4^+^IL-17^+^ T cells and reduced tolerogenic Foxp3^+^ Treg lymphocytes is observed^3^. However regulation of the key MPs in the immature stroma that give rise to these lineages has not been studied in detail. We have shown here that CD11b^high^CD11c^high^ cells emerged following co-culture with embryonic stroma and expressed lower levels of CD103 than after co-culture with adult stroma (Figs. 1E,F,4E). As CD103^+^ DCs can promote the conversion of naïve T cells to Foxp3^+^ regulatory T cells^29^, we hypothesise that a decrease in CD103 expression on MPs in the embryonic stroma may contribute to the reduction in Treg lymphocytes observed in NEC, however this needs to be confirmed by future in vivo studies.

To further understand the potential mechanisms of cellular damage in the premature intestine, we investigated the functional differences in MPs co-cultured with embryonic or adult stromal cells (Fig. 4A). LPS stimulated embryonic stroma induced the phagocytic activity of co-cultured MPs. This is likely due to high CD11c expression in the MPs (Fig. 1C,D), which plays a critical role in antigen uptake^39^. Knock-down of *Cd14* in co-cultured embryonic stroma reduced the phagocytosis in MP cells, most likely because of an indirect effect of suppression of inflammation (Fig. 4C–E), rather than a direct effect on the differentiation of MPs. Taken together, the immature stroma induces highly phagocytotic MPs in the intestinal microenvironment. The subsequent antigen uptake in these MPs is likely to lead to further immune activation.

Inherent limitations of this study include the inability of our ex vivo culture system to contain all the many components of the microenvironment such as epithelial cells, lymph nodes, or blood vessels and so does not examine interactions with these components. Our novel culture model is useful, however, to investigate the cross-talk between stromal and immune components, but these findings need to be further validated in vivo. To further examine the potential stromal contribution to NEC pathology in the rodent model, the developmental time-point examined should also be extended to encompass several developmental stages. Indeed, the developmental stage investigated here is slightly earlier than NEC rodent models in other studies^3,7^. Also, bacterial stimulation rather than the use of LPS will be useful to recapitulate and understand inflammatory settings in humans.

In summary, we have shown that the ex vivo culture of intestinal stromal cells collected from embryonic mice is a useful research tool to elucidate molecular features of the immature intestine. In the premature intestinal stroma, CD14 expressed on monocyte lineage cells plays pivotal roles in inflammation. These results support the validity of CD14 as a target therapy for NEC and help clarify its mechanism of action.

## Supplementary Information

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

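The data came from 1 experiment: mRNAseq of primary stromal cells of the mouse small intestine, from E14.5 embryos or adult mice, treated with LPS or PBS, with 3 libraries in each of the 4 groups. Stage, treatment and replicate number were taken from the sample labels, and dose and time from the paper's methods. The authors removed low-quality reads and adaptors, mapped the reads to GRCm38.p6 with STAR, kept uniquely mapped reads with at most 1 mismatch, and counted them per gene. The deposited values are raw counts, without normalization, with 1 table per library that gives the counts on either strand together and on each strand apart. The columns for the separate strands were told apart by their totals. Coordinates and gene types came from the RefSeq annotation of GRCm38.p6, to which 20748 of the 23329 listed symbols matched directly and 2331 through a synonym. Of the listed genes, 18810 had a count in any library.

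The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0 (used for its mouse Reactome sets), and the figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes with a CPM above 0.5 in all samples of at least 1 group were kept, as in the paper's methods, and libraries were normalized with TMM. The paper's text names edgeR but not the kind of test; the quasi-likelihood test was used, with Benjamini-Hochberg adjustment over all tested genes. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the test's F statistic. The paper gives different thresholds in the legend of Fig. 2A (absolute log2 fold change of at least 2 and FDR under 0.05) and in the methods (log2 fold change above 2 and FDR under 0.01); the first were used and the second were tried as alternatives. Values called log2 CPM were computed with a prior count of 2. A group in which no library had more than 3 counts was taken to be at the floor, and folds against it are lower bounds. Exact permutation tests went through every division of the libraries or cultures.

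Each comparison of LPS with PBS was also fitted with the replicate number within a stage as a block. The labels number the libraries of each group, and the paper's text does not say that LPS and PBS libraries of the same number came from the same culture. The pairing was inferred from these numbers and checked by the correlation of deviations from the group means. Gene set tests with the block were made with limma's fry. Marker genes of macrophages, endothelial cells and other cell types, and the lists of interferon-stimulated and early NF-kB genes, were written down from general knowledge of these genes; 1 macrophage list of 10 genes leaves out those known to respond to LPS. Named genes are those in the paper's text, Fig. 2C or Fig. 2D, 10 further genes of interest, the 3 largest rises and falls of each list of called genes, and the 5 largest interactions with replicate differences that do not overlap between the stages. This rule, the main tests and all alternatives were fixed before the data were examined, except that counts without regard to strand, the fit of each stage alone with the block, the left-out libraries for pathway enrichment and the 2 gene lists under each alternative were added later. The rule for interactions named no gene without the block, so the 5 genes were taken from the fit with the block, a choice made after its values were seen.

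The other settings were FDR under 0.01, no fold threshold, rises only, the likelihood ratio test, DESeq2, other size factors, other filters on low counts, blocks within and across stages, each stage alone, libraries thinned to the smallest total, and each library left out in turn. Connectivity in the network was computed directly from the correlations, since the WGCNA package was not used here. The scripts were tested on simulated counts with 200 changed genes. When cultures were simulated alike, the edgeR test recovered 100% of the changed genes among 12980 in both stages and in the interaction. Cultures were also simulated to differ, among 12800 genes, by a set spread that was not estimated from these data. The edgeR test then recovered 86.5% in embryonic and 78% in adult stroma and 0% of the interactions without the block. With the block it recovered 100% of each. The random seed was 1. The flow cytometry, qPCR, ELISA, siRNA and co-culture experiments of the paper were not analysed here. The values of 1 gene that the paper names are not reported here.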

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

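The tests for the interaction genes found with the replicate block, for the interferon-stimulated genes, and for leukocyte content, sex and depth in the comparison of PBS libraries were chosen only after the result was seen.

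With the replicate block, 110 genes differed between the stages in their response to LPS, by a test of the interaction itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the block 0 genes did so, with 293 at an unadjusted p under 0.05. In that fit 32 of the 32 splits that exchange the stages within treatment and replicate number gave as many genes, which any split does against a count of 0, and 24 of them gave as many at an unadjusted p under 0.05. Exchanging the stage within 1 treatment can move the stage difference itself into the interaction; 3 splits called 2, 814 and 2329 genes. These splits are therefore not a proper null for the interaction. With the block, 1 of the 10 choices of 3 of the 6 cultures as embryonic gave as many genes; the real choice was the only one to give any, which is the most extreme outcome this design allows. With 3 cultures per stage the share of such choices cannot go below 0.1, so these splits alone can neither establish nor rule out a chance arrangement of the cultures. The likelihood ratio test and DESeq2 each gave 25 genes without the block.

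Among the named genes, the difference in log2 fold change (embryonic minus adult, with the block) was 2.09 for Cd14, 4.08 for Irf7, 3.93 for Cxcl10, 2.45 for Tlr3 and 4.48 for Gbp5, and the embryonic pair differences lay above every adult one for each of these genes. The 5 genes with the largest differences were C130050O18Rik (−8.81), Lad1 (6.09), I830012O16Rik (5.88), Tnfsf10 (5.84) and Oasl1 (5.84). C130050O18Rik had no count in embryonic LPS libraries, so its value rests on the floor. The reads of I830012O16Rik, which the annotation lists as Ifit3b, can be shared with its near-identical copy Ifit3, so its value is uncertain. Of the 9 genes here other than Gbp5, 6 also passed an adjusted p of 0.05 with the likelihood ratio test and with DESeq2 (C130050O18Rik, Cxcl10, I830012O16Rik, Irf7, Lad1 and Oasl1). No gene of the 9 passed under an alternative other than these and the block.

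Many of these genes are known targets of interferon. Over a list of 22 interferon-stimulated genes, which includes some of the genes above, the median difference in log2 fold change between the stages was 3.17 without the block. The median rise was 5.90 ± 0.17 on the log2 scale in the 3 embryonic cultures and 2.36 ± 0.53 in the 3 adult cultures (SD). A test of the list with the block (limma's fry) gave an adjusted p of 0.00035 over 2 lists, and all 22 genes rose more in embryonic stroma. The 18 early NF-kB genes rose by 3.79 ± 1.04 and 3.20 ± 0.57, with an adjusted p of 0.282 (limma's fry). The interferon difference stayed between 2.12 and 4.40 under the alternatives. Library depth does not account for it, since the difference was 3.37 in libraries thinned to the smallest total. The median log2 ratio of the genes between PBS libraries was 0.0548, which hides a spread between cultures. Their median level was 0.727, 0.701 and 3.72 CPM in embryonic PBS replicates 1 to 3, and 1.71, 1.71 and 1.31 CPM in the adult ones. A lower level before LPS could thus contribute in embryonic cultures 1 and 2 (rises of 5.73 and 5.90), but not in culture 3 (6.08). With the macrophage marker level of each culture in the model the difference was 4.00 (standard error 0.634) against 3.54 without it. The highest adult marker level (3.08) lies below the lowest embryonic level (4.06), however, so that model extrapolates, and leukocyte content could still contribute. Of the 10 choices of 3 of the 6 cultures, 1 gave a difference as large, the real one, and the design allows no smaller share. A stronger interferon response of embryonic stroma to LPS is thus a hypothesis that cannot be told apart here from a higher leukocyte content of the embryonic cultures.

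The paper compares LPS with PBS within each stage and does not report the comparison of the stages before LPS over all genes. Between PBS libraries, 291 genes differed at an adjusted p under 0.05 and an absolute log2 fold change of at least 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 120 higher and 171 lower in embryonic stroma, and 188 of them were also among the 385 that differed between LPS libraries. Chosen after their values were seen, and ranked by edgeR's fitted log2 fold change, the first rises were in Xist (at least 1019-fold higher in embryonic stroma), Slco2b1 (at least 75.2-fold), Fam155a (at least 13.8-fold), Ppbp (at least 88.3-fold) and Traf3ip3 (at least 23.3-fold). The first falls were in Hp (at least 54.2-fold lower) and in Cdh5, Selp, Fmo2 and Vit, with log2 fold changes of −9.89, −9.33, −8.83 and −8.72. Cdh5, an endothelial marker, was at 0.884, 247 and 80.4 CPM in adult PBS replicates 1 to 3, so its fold rests on 2 of the 3 adult cultures; endothelial content was not tested as an explanation. Of the 4 splits that exchange the stage of PBS libraries within a replicate number, 1 gave as many genes, the real one, and this design cannot bring the share below 0.05.

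Library depth does not account for the PBS difference, since 286 genes were called in thinned libraries. Sex does not account for most of it, since 16 of the 291 genes (5.50%) lie on chromosomes X and Y, against 3.37% of the tested genes, although Xist shows that the sex of the cells differed. With the macrophage marker level of each library in the model, 127 of the 291 genes remained called, among 189 genes called in that fit. When the marker levels were reassigned among the cultures of a stage, between 38 and 186 genes remained (median 116), and 23 of the 36 assignments left as few as the real one. Leukocyte content may therefore explain part of the difference, but the loss of genes is not particular to the marker levels. For the 120 genes higher in embryonic stroma, the stage cannot be told apart from leukocyte content here. The 171 lower genes fell by a log2 fold change of at least 2, and more leukocytes would lower genes of other cells only by dilution. Between PBS libraries the median log2 ratio was 0.0153 for 7 smooth muscle and −0.362 for 7 fibroblast markers. These values argue against leukocyte content for the 171 genes, although the endothelial markers did fall, by a median of −7.05. No sequencing batch is given in the labels or the paper's text, and none was tested.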

How the results depend on the processing

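The median difference of the interferon-stimulated and NF-kB genes under each alternative, the pathway enrichment with a library left out, the counts without regard to strand, and the fit of each stage alone with the replicate block were chosen only after the data were seen; the other alternatives had been set earlier.

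The direction of the difference in Tlr4 between the stages and its side of an adjusted p of 0.05 were the same under all 21 alternatives (−1.30 to −1.01). All 12 libraries stayed nearest to their own group under the 4 alternatives that kept all libraries, and 9 to 11 of 11 did so when 1 was left out. The counts of called genes moved by at most 1.5 times with DESeq2's size factors in edgeR, library totals, either other filter on low counts, the block across stages, thinned libraries, and counts without regard to strand.

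With FDR under 0.01 the counts were 103 in embryonic stroma, 15 in adult stroma, 12 in both, 91 in embryonic and 3 in adult stroma alone, and 73 between PBS libraries. Without a fold threshold 532 genes differed between PBS libraries. With the likelihood ratio test 377 genes were called in embryonic and 160 in adult stroma, 145 in both and 15 in adult stroma alone; 25 had an interaction, 16 of them called in embryonic stroma alone, and 680 differed between PBS libraries. With DESeq2 the same counts were 386, 172, 157, 15, 25, 12 and 710. With the replicate block within stages they were 444, 211, 190, 21, 110 and 56, and a comparison of PBS libraries cannot be made in that fit. In each of these fits more genes were called in embryonic than in adult stroma, but with each stage fitted alone this order reversed. That fit gave 4 genes in embryonic stroma, 124 in adult stroma, 4 in both, 0 in embryonic stroma alone and 120 in adult stroma alone. With the replicate block added to the fit of each stage alone, the counts were 384, 194, 157, 227 and 37, so the order reversed only in a fit that leaves out both the other stage and the pairing. The biological coefficient of variation was 0.381 in embryonic and 0.258 in adult stroma when fitted alone, and 0.162 and 0.0769 with the block.

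Across the 12 fits that each left out 1 library, the counts ranged from 84 to 303 in embryonic stroma, 4 to 91 in adult stroma, 4 to 71 in both, 50 to 239 in embryonic stroma alone, 0 to 20 in adult stroma alone, and 110 to 382 between PBS libraries. No interaction was called in any of them, with 217 to 460 genes at an unadjusted p under 0.05. Adult stroma had more calls than embryonic stroma in none of the 12. The cause of these shifts was not tested.

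The odds ratio of the Toll-like receptor cascades passed the adjusted p of 0.05 with all genes called in embryonic stroma (5.81), in adult stroma (11.2) and in both stages (12.2). It ranged from 1.84 to 8.95 when each library was left out, where it passed without each of the adult PBS libraries. The test on genes with both an embryonic-only call and an interaction had no genes and gave no value. The rank of Cd14 in the network moved from 16 to 1 after subtraction of the treatment means, to 10 with the genes of Fig. 2C added, and ranged from 8 to 18 when each embryonic library was left out. The sign of the embryonic change in Tlr4 with LPS was reversed without embryonic LPS replicate 1 (0.02) and without embryonic PBS replicate 3 (0.21), within a range from −0.41 to 0.21 and with adjusted p-values between 0.61 and 1 over the alternatives (edgeR or DESeq2, Benjamini-Hochberg adjustment). The cause was not tested.

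Over the 66 values of named genes and gene lists, 1478 alternatives gave a value. Of these, 1331 kept their direction and side of the threshold, 91 lost the threshold, 48 gained it, 6 moved and 2 reversed. Depth limits genes near the floor, such as Cxcl11, Ccl22 and C130050O18Rik, whose fold changes are lower bounds; the thinned libraries gave 242 genes in embryonic and 61 in adult stroma.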

Differences from the paper's values

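The enrichment tests with a library left out and the fit of each stage alone with the replicate block were chosen only after the result was seen; the other alternatives named here were set before the data were examined.

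For genes changed by LPS in both stages, the paper's value is 143 and the value here is 49. The value lay within 1.5 times the paper's with the likelihood ratio test (145), with DESeq2 (157), with the replicate block within stages (190) and with each stage alone with the block (157). The other alternatives did not close the gap: FDR under 0.01 (12), no fold threshold (72), rises only (49), DESeq2's size factors in edgeR (49), library totals (64), no filter on low counts (48), edgeR's own filter (46), the block across stages (64), each stage alone (4), thinned libraries (52), and each library left out (4 to 71).

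For genes changed in adult stroma alone, the paper's value is 16 and the value here is 6. The value lay within 1.5 times the paper's with the likelihood ratio test (15), DESeq2 (15), the replicate block within stages (21), and without adult LPS replicate 2 (11), embryonic LPS replicate 3 (20) or embryonic PBS replicate 1 (18). The other alternatives gave 3 with FDR under 0.01, 7 without a fold threshold, 6 with rises only, 5 with DESeq2's size factors in edgeR, 8 with library totals, 5 with either other filter, 9 with the block across stages, 120 with each stage alone, 37 with each stage alone with the block, 9 with thinned libraries, and 0 to 7 with the other libraries left out. For genes changed in embryonic stroma alone, the paper's 226 and the 202 here lie within 1.5 times of each other. With edgeR's likelihood ratio test, all 3 counts came close to the paper's 143, 226 and 16, at 145, 232 and 15. DESeq2 gave 157, 229 and 15. A change of test alone thus closes most of the gap, and the paper's text does not say which edgeR test was used.

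The paper's methods give the same 226 genes for FDR under 0.01, and the value here at that threshold is 91.

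The paper lists Il1b among the genes changed in both stages. Here its adult log2 fold change was 7.24 with an adjusted p of 0.0658 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternatives ranged from 6.44e-06 to 0.369, and 6 called it: the likelihood ratio test, DESeq2, both blocks, each stage alone, and the fit without embryonic LPS replicate 3.

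The paper lists Irf5 and Cd80 among hub genes raised in embryonic and not in adult stroma. Here neither was called in embryonic stroma, with adjusted p-values of 0.117 and 0.0818 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Irf5 the alternatives ranged from 0.000124 to 0.527, with 4 under 0.05: the likelihood ratio test, DESeq2, the replicate block within stages, and the fit without embryonic PBS replicate 3. For Cd80 they ranged from 0.00287 to 0.422, with 4 under 0.05: the likelihood ratio test, DESeq2, the fit without embryonic LPS replicate 1, and the replicate block within stages, where the log2 fold change of 1.90 lay under the fold threshold of 2.

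The paper lists its named hub genes as significantly raised in embryonic and not adult stroma in its mRNAseq; for Cd14 it reports a rise in both stages by qPCR (Fig. 4A). The 7 of them analysed by gene rose in each of the 3 adult pairs, and with the replicate block the adult rise had an adjusted p under 0.05 for Cd14 (log2 fold change 2.13), Irf7 (1.72), Irf5 (1.32) and Ikbke (1.88). Over the alternatives the adult adjusted p ranged from 0.00112 to 1 for Cd14, 0.00468 to 1 for Irf7, 0.00824 to 1 for Irf5 and 0.000521 to 0.563 for Ikbke (edgeR or DESeq2, Benjamini-Hochberg adjustment). With each stage alone it was under 0.05 for Cd14, Irf7 and Ikbke, and for Ikbke also with the likelihood ratio test, with DESeq2 and without embryonic LPS replicate 3. With the block, only Cd14 of these genes also passed the fold threshold in adult stroma.

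The paper ranks the Toll-like receptor pathway as the most enriched KEGG set among genes changed in embryonic stroma alone, together with the RIG-I, JAK STAT and cytosolic DNA sets. Here, in Reactome sets, the Toll-like receptor cascades ranked 34 of 843, and cytosolic DNA sensors ranked 46; neither passed Bonferroni adjustment. The Toll-like receptor cascades passed it with all genes called in embryonic stroma (rank 20), in adult stroma (rank 11) and in both stages (rank 10). They also passed when any 1 of the 3 adult PBS libraries was left out. With the genes called in both stages under the replicate block they did not pass (rank 27).

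The paper defines hub genes as those in the top 10% of connectivity. Here 0 of the 7 hub genes analysed by gene lay among the top 3 of 25 genes and 3 among the upper 12, with no test of the ranks. With the treatment means subtracted, Cd14 ranked 1, Ikbke 2 and Myd88 3. What then remains is mostly the difference between 3 cultures, whose LPS and PBS libraries deviated together, so this order is no evidence of hub genes.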

Other observations

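The test of Cd14 against macrophage markers, the exact tests of cultures and the counts of other splits for the lists in both stages and in 1 stage alone were chosen only after the result was seen.

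Of the 4 splits that exchange LPS and PBS within the cultures of a stage, 1 gave as many genes as the real one in embryonic stroma and 1 in adult stroma. Of the 16 splits that do so in either stage, 1 gave as many genes in both stages, 1 in embryonic stroma alone and 1 in adult stroma alone, which was the real one each time. The other splits gave 0 genes. These designs cannot bring the share below 0.05, so the splits alone can neither establish nor rule out a chance arrangement.

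Technical explanations were tested for the larger number of genes called in embryonic than in adult stroma, a ratio of 4.56. In thinned libraries the ratio was 3.97, so library depth does not account for it. The biological coefficient of variation, fitted in each stage alone, was 0.258 in adult and 0.381 in embryonic stroma, so a wider spread between adult replicates is not the cause. The spread shared by both stages in 1 model is wider than the adult one, however, and with each stage fitted alone the order of the counts reversed, to 4 in embryonic and 124 in adult stroma. That fit leaves out the pairing of libraries; with the replicate block added to it, a fit chosen after the result was seen, 384 genes were called in embryonic and 194 in adult stroma. Leukocyte content may contribute. The macrophage markers were higher in embryonic PBS libraries by a median log2 ratio of 4.37, and the genes called in embryonic stroma alone were higher in embryonic than in adult LPS libraries by a median of 2.02. These genes were chosen for a response in embryonic stroma, so the test cannot tell leukocyte content from the stage.

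Cd14 was higher in embryonic than in adult LPS libraries by a log2 fold change of 4.16, and the 10 macrophage markers by a median of 4.21, a difference of −0.0459. Between PBS libraries the log2 fold change of Cd14 was 1.83 and the median of the markers 4.37. A candidate explanation of the higher Cd14 level after LPS is a higher leukocyte content of the embryonic cultures. The paper attributes CD14 protein to CD45-positive cells in Fig. 3. Its flow cytometry gives a larger share of CD45+CD11b+ cells in embryonic cultures, by a smaller factor than the marker RNA here. It also reports that CD14 protein on those cells rose more with LPS in embryonic cultures, which leukocyte content alone would not produce. The rise of Cd14 with LPS in each stage is a change within cultures, which a constant leukocyte content alone would not produce. Leukocyte content could still alter the size of that rise, since the paper reports no change of CD14 protein on CD45-negative cells. The larger rise in embryonic stroma is therefore not separate from leukocyte content. Bulk counts cannot separate Cd14 per cell from the number of cells that express it.

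The median level of the 10 macrophage markers was 8.14, 1.01 and 1.76 CPM in adult PBS replicates 1 to 3, and 20.0, 30.4 and 209 CPM in embryonic PBS replicates 1 to 3. The median of 4 endothelial markers was 1.62, 339 and 80.1 CPM in the adult PBS replicates and 4.59, 0.609 and 0.333 CPM in the embryonic ones. Pecam1 was at 0.921, 431 and 79.9 CPM in the adult PBS replicates. Xist was between 0 and 0.0325 CPM in adult libraries and between 24.7 and 230 CPM in embryonic libraries. The Y-linked gene Ddx3y was at 13.6 and 14.1 CPM in embryonic replicate 1 and between 76.6 and 170 CPM in the other libraries. The embryonic cultures were pools of embryos; no further explanation of these levels was tested.

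Over both treatments, Ptprc, which encodes CD45, was higher in embryonic stroma by a log2 fold change of 4.65 (adjusted p = 0.00666, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Itgam by 4.55 (adjusted p = 0.0123) and Itgax by 3.90 (adjusted p = 0.00878). Epcam and Itgae did not pass the filter on low counts. Tgfb1 was higher by 0.39 (adjusted p = 0.0284, same edgeR test; 0.00646 to 0.0661 over the alternatives). Csf1 had a log2 fold change of −0.94 (adjusted p = 0.0779, same edgeR test; 0.000925 to 0.154 over the alternatives, with 3 of 21 under 0.05: the likelihood ratio test, DESeq2, and the fit without embryonic PBS replicate 2). Csf2 and Tgfb2 did not differ detectably, with log2 fold changes of −1.72 (adjusted p = 0.445, same edgeR test; 0.273 to 1 over the alternatives) and −0.39 (adjusted p = 0.272; 0.0971 to 0.476). These tests count the LPS and PBS libraries of a culture as independent. With each culture counted once, the stages separated fully for Ptprc, Itgam, Itgax, Tgfb1 and Csf1 (exact permutation test, two-sided, p = 0.1 for each, the smallest p of this design). With LPS, Csf2 was at least 130-fold higher than with PBS in embryonic and at least 270-fold higher in adult stroma. Tlr2 rose with LPS by a log2 fold change of 3.52 in embryonic and 4.96 in adult stroma (adjusted p = 0.0182 and 0.0128, same edgeR test), and its interaction of stage and LPS had an adjusted p of 1.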
